A study of Homo sapiens with 6 samples. Its data were reported in "GATA3 induces human T-cell commitment by restraining Notch activity and repressing NK-cell fate" (2016).

How the data were processed

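Expression was measured in RPMI-8402 cells transduced with lentivirus for a control, for a short hairpin RNA (shRNA) against GATA3 (shGATA3) or for one against TCF7, the gene of the protein TCF1 (shTCF1). RPMI-8402 is an established human T-cell acute lymphoblastic leukaemia line. Per the labels, EGFP-positive cells were sorted 48 h after transduction and Cy3-labelled cRNA was made from 100 ng of total RNA. Each of the 6 samples was hybridised to 1 array of a custom 1-colour Agilent design, and 2 arrays belonged to each of the 3 groups. The groups and replicate numbers were taken from the sample titles.

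Per the file headers, the intensity values came from Agilent Feature Extraction 10.7.1.1, which subtracted and detrended the background of each spot and did not scale arrays to each other. The same scanner files held raw median intensities of each spot and of its local background, and 0 or 1 marks for spots well above background, saturated or outlying. The authors also deposited a matrix of log2 values with 1 value per probe, which their methods describe as VSN-normalized, and its scale and centring were not stated with it. VSN, variance stabilizing normalization, fits an offset and a scale to each array and takes an arsinh, which equals a log2 at high signal. The deposited matrix served only as an alternative, because several of its columns did not follow the scanner values of the array they are named for. All columns of both kinds of file that hold values per sample were assigned to a sample, and 0 were left unused.

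Control spots were left out, as were spots that the scanner software marked as outliers, which removed 71 probes. Spots of the same probe were averaged. The remaining intensities were normalized in R 4.3.3 with the VSN model, which was written anew because the package was not installed. It used a trimming quantile of 0.9, 7 iterations and 5 intensity strata. Of 57176 unique probes, 23042 were custom probes for long noncoding RNAs and 34134 came from the Agilent catalogue. A probe was tested if it was well above background on both arrays of at least 1 group, which left 31134 probes, 23409 from the catalogue and 7725 for long noncoding RNAs. Of these, 27332 were well above background on all 6 arrays. Probes were named by matching the accession in the scanner files, without version, to a RefSeq table of the assembly GRCh38.p14. A symbol was found for 25729 of the 57176 probes, and 18544 tested probes named 14491 genes. The scanner files name the assembly hg19, so no coordinates of the RefSeq table were used.

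Differences were tested with limma 3.58.1 (lmFit and eBayes, two-sided) in 1 fit over all 6 arrays with group as the only term, as the study's methods name VSN and limma. P values were adjusted by the Benjamini-Hochberg method over the 31134 probes of each contrast, and a probe was called at an adjusted p below 0.05. The fit had 3 residual and 2.96 prior degrees of freedom. With 2 arrays per group an exact permutation test of 1 probe cannot give a two-sided p under 0.333, so every call rests on the spread that limma pools over probes. Group means are given with the SD over the 2 arrays of a group.

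The genes named in the text were fixed by rule before the data were examined, as were the design, the gene lists and most alternatives. The rule took every gene of a list drawn from the study's text (natural killer or NK-associated genes, Notch targets, T-lineage genes, stem-cell and other lineage genes and the DTX1 locus, with ACTB and GAPDH as reference). It also took, for each contrast, the 5 genes with the largest rise and the 5 with the largest fall among called genes that were well above background on all arrays of both groups and whose groups did not overlap, and the long noncoding RNA probe with the largest change each way. One gene chosen by this rule is not reported here. Each gene was represented by its tested probe with the highest mean over the 6 arrays. For a probe dim on both arrays of a group no fold is given.

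Gene sets were tested with camera of limma at a preset inter-gene correlation of 0.01, adjusted over the 18 tests of 6 sets in 3 contrasts, and again with fry and with an estimated correlation. Camera compares the genes of a set with the other genes tested, whereas fry tests them against no change. Set membership was taken from the study's gene lists for NK cell subsets, for genes that fall at T-lineage commitment, split into those higher in cells cultured with a Notch ligand (called Notch-dependent here) and the rest, which were unchanged or lower there, and for genes raised or lowered by GATA3 in thymocytes. The lists of NK cell genes used here are shorter than the signatures the study describes, so a set without a call speaks only for the genes tested. Of 394 listed CD56bright genes 312 were tested, of 364 CD56dim genes 286, of the Notch-dependent genes 192 of 212, of the other genes that fall at commitment 117 of 144, and of the genes lowered and raised by GATA3 243 of 348 and 176 of 241. Both shRNA groups were compared with the same control arrays, so the correlation and overlap of their changes were set beside 100 simulated draws in which no group differed. Few probes are called in such draws, so the overlap was also taken between as many top probes by p of each contrast as were called in the data, a step added after the data were seen.

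The limma step was tested on simulated data for shGATA3 vs control over 31134 probes. Of 200 changed probes it recovered 55% with the right sign, 2.99% of those changed by 0.5, 62.7% of those changed by 1 and 100% of those changed by 2 on the log2 scale. It called 8 unchanged probes, and 0 probes when none was changed. The VSN model, run on 57105 simulated probes, returned scales whose ratio to the true ones differed between arrays by a factor of at most 1.002.

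The alternatives were 75th percentile scaling, quantile normalization, all probes or only probes well above background on all arrays, the fit of only the arrays compared, the replicate number as a block, an intensity trend in eBayes, other thresholds, 1 probe per gene, the other probes of a gene and leaving out each array in turn. VSN on the raw median signal, normexp with an offset of 50 on the median signals followed by quantile normalization, cyclic loess and the deposited matrix without its second control column were chosen after seeing the data. All 6 arrays lay on 1 slide and were read in 1 scan, so neither could be a batch. The control arrays lay in row 2 of the slide and all arrays of both shRNA groups in row 1, so that row and control cannot be told apart. Tables were handled with the R package data.table (version 1.17.8), and plots were drawn in Python 3.11.15 with matplotlib 3.10.9.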

Results

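Gene expression was profiled in RPMI-8402 cells, a human T-cell acute lymphoblastic leukaemia line, 48 h after transduction with a control, with shGATA3 or with shTCF1. The design has 3 groups with 2 arrays each. It asks how the loss of each transcription factor changes expression of T-lineage, NK-associated and Notch target genes. Between 51.1% and 56.2% of the 57176 probes were well above background on an array, and 0 spots were saturated. The 75th percentile of the intensity was 280 ± 13.0 (SD, n = 2) on the control arrays, 176 ± 0.753 (SD, n = 2) on the arrays labelled shGATA3 and 172 ± 9.25 (SD, n = 2) on those labelled shTCF1, so that the control arrays were 1.59 and 1.63 times as bright before normalization. After normalization the correlation across probes, which are not independent replicates, was 0.994, 0.994 and 0.993 between the arrays of a group and 0.980 to 0.987 between arrays of different groups. With 2 arrays per group the precision is limited by their number.

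The targeted genes were examined first. GATA3 was not called lower on the arrays labelled shGATA3 than on the control arrays. Its only probe was well above background on all 6 arrays, with normalized log2 intensities of 9.46 and 9.55 on the arrays labelled shGATA3 and 9.55 and 9.56 on the control arrays. The difference of -0.051 (SE 0.10) had an adjusted p of 0.790 in limma, and it stayed between -0.10 and 0.00047 under every alternative run, with the deposited matrix furthest from it. On the arrays labelled shTCF1 GATA3 was 0.27 above control, which limma did not call (adjusted p 0.124). In the direct comparison GATA3 was lower on both arrays labelled shGATA3 than on both labelled shTCF1, by a difference of -0.33 (SE 0.10) that limma did not call (adjusted p 0.137, and 0.0474 when adjusted over the list alone). Both probes of TCF7 were lower on the arrays labelled shTCF1, by a difference of -1.31 (SE 0.10, adjusted p 0.00397 in limma) for A_23_P7582 and of -1.48 (SE 0.13, adjusted p 0.00462) for A_33_P3250671, and both arrays lay below both control arrays. The alternative that moved the first of these most was the deposited matrix, which gave -0.20. Without the second control column of that matrix, which holds an area of low values described below, the change was -1.39. On the arrays labelled shGATA3 both TCF7 probes were above control, by 0.33 and 0.53, and neither difference was called (adjusted p 0.106 and 0.0639 in limma), although the first was called with an intensity trend and the second under 2 of the 5 other scalings, with an intensity trend and among probes well above background on all arrays (adjusted p down to 0.0409 and 0.0129). Because no loss of GATA3 against control was detected, this group is described only as the arrays labelled shGATA3. Every direction drawn from it below refers to that label and not to a measured loss of GATA3.

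**Figure D1:**
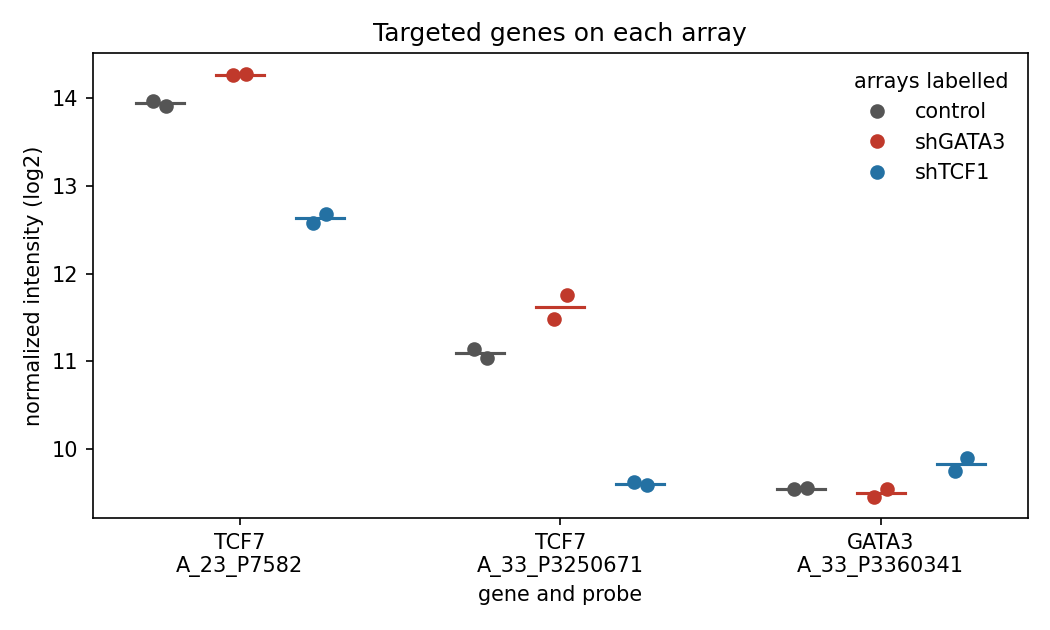
Normalized log2 intensity of the targeted genes on each of the 6 arrays, for each probe of TCF7 and GATA3. Points are single arrays coloured by the group in the label and lines are group means: both TCF7 probes are lower on the arrays labelled shTCF1 (-1.31 and -1.48 against control), while GATA3 differs from control by -0.051 on the arrays labelled shGATA3.

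Between the arrays labelled shGATA3 and control, limma called 2114 of 31134 probes at the adjusted p threshold of 0.05, 882 higher and 1232 lower, with a median absolute log2 change of 0.79 among them. The groups did not overlap at 60.2% of the probes, where chance gives 33.3%. The share of called probes that were higher was 41.7% after VSN, 53.6% after 75th percentile scaling and 53.0% after quantile normalization, so that it moved with the scaling, although the median change over all probes stayed within 0.1 of 0. The alternative that lowered the counts most was the deposited matrix, with which limma called 0 probes in each of the 3 contrasts, while 1814, 2652 and 1642 probes had an unadjusted p under 0.05. The alternative that raised this count most was normexp on the median signal, with 4309 probes. The count also fell in every fit that left out 1 array, even an array labelled shTCF1, which is not compared here. Such a fit leaves 1 array in a group and fewer residual degrees of freedom. A lower count therefore does not show that the array left out was unusual. The long noncoding RNA probes made up 554 of the calls, 261 higher and 293 lower.

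The genes with the largest rises on the arrays labelled shGATA3 were GADD45G, at 11.31 ± 0.067 (SD, n = 2) against 6.98 ± 0.21 (SD, n = 2) in control, a 20.2-fold difference (adjusted p 0.00136 in limma), GZMB, with a log2 change of 3.46 (adjusted p 0.000930), ZNF750, 8.31-fold (adjusted p 0.00422), ENTPD2, 6.32-fold (adjusted p 0.00164), and ECRG4, 6.01-fold (adjusted p 0.0110). The largest falls were those of FAM30A (log2 change -3.06, adjusted p 0.00101 in limma), CD44 (-3.05, 0.00101), RAB7B (-2.25, 0.00440), ME3 (-2.23, 0.00148) and PCDH8 (-2.22, 0.00242). By the naming rule both arrays of one group lay beyond both of the other for each of these genes. Among long noncoding RNA probes, TCONS_00028388 rose by 2.91 and TCONS_00029178 fell by 3.02 (adjusted p 0.00104 and 0.00720 in limma). Of the 11 named probes that are not on the fixed lists, 10 were called in each of the 6 fits that left out 1 array, and the exception was ECRG4, which was lost without control replicate 1 and without shGATA3 replicate 2 (adjusted p up to 0.0711 in limma). All 11 were called under each of the 5 other scalings of the scanner values. The sizes moved with the scaling, for ZNF750 between log2 changes of 1.89 and 3.29 and for ENTPD2 between 1.80 and 2.84. GADD45G moved less, between 3.84 and 4.45.

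The fixed lists name 33 genes, of which 29 had a tested probe. The probes of IL7R, ZEB2, LMO2 and EBF1 were not well above background in enough arrays. On the arrays labelled shGATA3, limma called 14 of the 29 genes against control, 9 higher and 5 lower, and 19 when adjusted over the list alone. Part of the list was chosen by the study on these arrays, so the count adjusted over the list alone is not independent evidence. The alternative that moved it most was the deposited matrix, with 0 genes called by limma. There were 3 without control replicate 1, 3 without control replicate 2, 5 without shGATA3 replicate 1, 4 without shGATA3 replicate 2 and 9 without either array labelled shTCF1. Only the calls of GZMB, NCAM1 and NRARP were made in each of the fits that left out 1 array.

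Among the NK-associated genes, GZMB rose from 8.73 ± 0.069 (SD, n = 2) in control to 12.19 ± 0.047 (SD, n = 2) on the arrays labelled shGATA3, by 3.46 (SE 0.11). NCAM1 rose by 1.43 (SE 0.12, adjusted p 0.00447 in limma) and CD300A by 0.97 (SE 0.17, adjusted p 0.0327), the last of which was no longer called without any 1 of the 4 arrays compared (adjusted p up to 0.124). The differences of GZMH (1.43, SE 0.40), NFIL3 (0.31, SE 0.18), ID2 (0.040, SE 0.20) and RUNX3 (-0.50, SE 0.13) were not called (adjusted p 0.0923, 0.315, 0.921 and 0.0777 in limma), although GZMH and RUNX3 were called under 2 of the 5 other scalings and with an intensity trend, and GZMH also without either array labelled shTCF1 (adjusted p down to 0.00681 and 0.0140). Among Notch targets, NRARP rose by 1.79 (SE 0.10, adjusted p 0.00170 in limma) and DTX1 by 0.82 (SE 0.11, adjusted p 0.0171), and the call of DTX1 was lost without any 1 of the 4 arrays compared (adjusted p up to 0.0847). NOTCH3 (0.60), HES4 (0.57) and NOTCH1 (0.50) were higher and MYC (-0.73) and HES1 (-0.58) lower, with adjusted p between 0.0189 and 0.0442 in limma and both arrays of each group apart from both of the other. None of NOTCH3, HES4, NOTCH1 and HES1 was called in any fit that left out 1 array (adjusted p up to 0.196 in limma), and MYC was lost without control replicate 1, control replicate 2 or shGATA3 replicate 2 (adjusted p up to 0.108). NOTCH3, HES4 and HES1 were called under 3 of the 5 other scalings. The second probe of NOTCH1 moved by 0.13 and was not called (adjusted p 0.557).

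Of the T-lineage genes, DNTT was higher on the arrays labelled shGATA3 (0.73, adjusted p 0.0263 in limma), while IKZF2 (-0.75, adjusted p 0.0247) and GFI1B (-1.14, adjusted p 0.0482) were lower. The calls of DNTT and IKZF2 were lost without control replicate 1, control replicate 2 or shGATA3 replicate 2, and that of DNTT also without shGATA3 replicate 1 (adjusted p up to 0.146 and 0.124 in limma). GFI1B was called without shGATA3 replicate 2 and in no other fit that left out 1 array (adjusted p up to 0.190), and under 2 of the 5 other scalings. The other probes of IKZF2 changed by -1.13 and -0.51 and were not called, although the first was under 2 of the 5 other scalings (adjusted p down to 0.0153 over its alternatives). SPI1 was lower (-0.65, adjusted p 0.0425 in limma), and it was lost in each fit that left out 1 array (adjusted p up to 0.211). MEF2C was not well above background on the control arrays and was not called on the arrays labelled shGATA3 (adjusted p 0.181 in limma). For BCL11A, BCL11B, TCF12, CD3E, TAL1 and CD79A limma called no difference from control in either shRNA group after VSN. For shTCF1 vs control CD3E (0.38, adjusted p 0.0605) was called under 4 of the 5 other scalings and the second probe of BCL11A (0.55, adjusted p 0.150) under 2 of them (adjusted p down to 0.0156 and 0.0427). The control arrays themselves differed for CD79A, at 12.36 and 10.78. OAS2 and RASAL1, which flank DTX1 in GRCh38.p14, were not called in any contrast after VSN. RASAL1 was 0.60 above control on the arrays labelled shGATA3 and 0.47 on those labelled shTCF1 (adjusted p 0.0539 and 0.0609 in limma), and both differences were called under 3 of the 5 other scalings (adjusted p down to 0.0132 and 0.0125 over their alternatives). GAPDH was not called, and after VSN the probes of ACTB moved in opposite directions without being called (0.29 and -0.26 on the arrays labelled shGATA3 against control). The first changed sign after normexp on the median signal (-0.14). The second was called under 1 of the 5 other scalings, and under 4 of them for shTCF1 vs control (adjusted p down to 0.0252 and 0.00865).

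**Figure D2:**
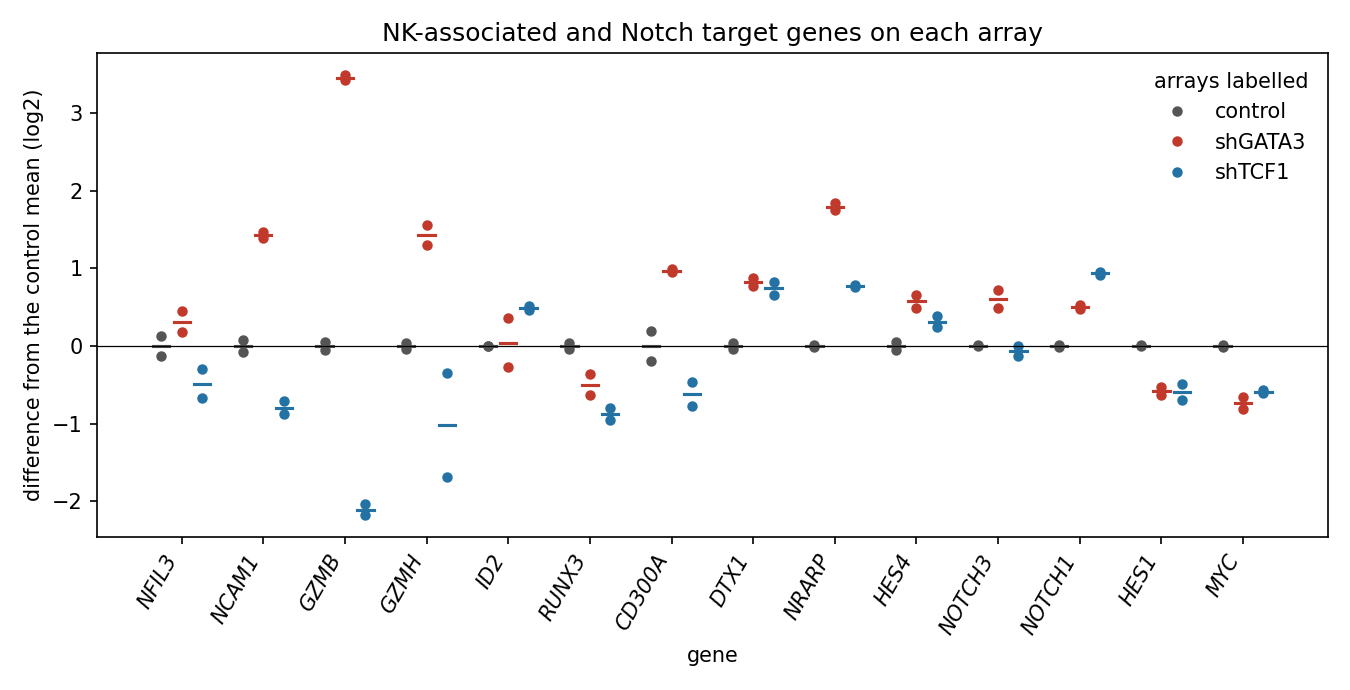
Difference of each array from the mean of the control arrays (log2) for the tested NK-associated genes, from NFIL3 to CD300A, and Notch targets, from DTX1 to MYC, with single arrays as points coloured by the group in the label and group means as lines. GZMB lies 3.46 above control on the arrays labelled shGATA3 and at -2.11 on those labelled shTCF1, where GZMH was well above background on 1 array only.

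Between the arrays labelled shTCF1 and control, limma called 5247 probes, 2207 higher and 3040 lower, with a median absolute log2 change of 0.68. The groups did not overlap at 67.0% of the probes, where chance gives 33.3%. The higher share was 42.1% after VSN, 54.8% after 75th percentile scaling and 53.3% after quantile normalization. The count was 862 without control replicate 1, 1459 without control replicate 2, 1845 without shTCF1 replicate 1 and 1888 without shTCF1 replicate 2. Long noncoding RNA probes made up 1231 of the calls, 705 higher and 526 lower. The largest rises were those of IRAG1 (6.36-fold, adjusted p 0.00426 in limma), PRSS57 (6.35-fold, 0.00426), H3C15 (5.33-fold, 0.00250), FAM177B (5.10-fold, 0.0127) and LGALS1 (4.24-fold, 0.00412). H3C15 is a histone gene with near-identical copies, whose transcripts the probe may not tell apart. Among the largest falls were those of LINC00892, from 8.92 ± 0.038 (SD, n = 2) to 5.47 ± 0.42 (SD, n = 2), a change of -3.45 (adjusted p 0.00327 in limma), CTTNBP2 (-2.76, 0.00320), CFTR (-2.75, 0.00200) and SPON1 (-2.51, 0.00250). Both arrays of one group lay beyond both of the other for each. Over the 5 other scalings the log2 change ran from 1.54 to 2.91 for PRSS57 and from 1.90 to 2.15 for LGALS1. Of the long noncoding RNA probes, TCONS_00020083 rose by 1.96 and TCONS_00017466 fell by 3.34 (adjusted p 0.00505 and 0.00200 in limma). Of the 12 probes chosen by the naming rule in this contrast, FAM177B was the one that was not called in each fit without 1 array, being lost without control replicate 1 and without shTCF1 replicate 2 (adjusted p up to 0.0592 in limma).

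Of the 29 genes of the fixed lists, 11 were called by limma between the arrays labelled shTCF1 and control, 4 higher and 7 lower, and 14 when adjusted over the list alone. Without control replicate 1 the count was 3, without control replicate 2 it was 4 and without shTCF1 replicate 1 it was 4. The NK-associated genes GZMB (-2.11, SE 0.11, adjusted p 0.00250 in limma), NCAM1 (-0.79, SE 0.12, adjusted p 0.0129) and RUNX3 (-0.88, SE 0.13, adjusted p 0.0131) were lower, and both NCAM1 and RUNX3 were lost without control replicate 1 or shTCF1 replicate 1, and RUNX3 also without control replicate 2 (adjusted p up to 0.0775 and 0.0639). NOTCH1 (0.94), NRARP (0.77) and DTX1 (0.74) were higher and HES1 (-0.59), MYC (-0.59) and SPI1 (-0.67) lower, with adjusted p between 0.00652 and 0.0244 in limma, and of these only NOTCH1 was called in each fit without 1 array. Without control replicate 1 or control replicate 2 each of the others was lost, as were DTX1 and HES1 without shTCF1 replicate 1 and MYC and SPI1 without either array labelled shTCF1 (adjusted p up to 0.128 in limma). MEF2C, which was not well above background in control, was called higher (adjusted p 0.0344 in limma). The call was lost in 5 of the 6 fits without 1 array (adjusted p up to 0.127 in limma) and made under 4 of the 5 other scalings, over which the log2 change ran from 0.36 to 1.40, so that no fold is given.

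The direct comparison of the arrays labelled shGATA3 with those labelled shTCF1 does not use the control arrays except for the estimate of the spread. Limma called 1926 probes, 1118 higher and 808 lower on the arrays labelled shGATA3, and 52.0% of the probes did not overlap between the groups, where chance gives 33.3%. Without a control array the count was 1210, without shGATA3 replicate 1 it was 913, without shGATA3 replicate 2 it was 700, without shTCF1 replicate 1 it was 989 and without shTCF1 replicate 2 it was 831. The largest rises were those of GADD45G (63.9-fold, adjusted p 0.000256 in limma), GZMB (47.3-fold, 0.000110), GRM8 (log2 change 4.09, 0.00114), CFTR (15.6-fold, 0.000256) and LINC00892 (10.4-fold, 0.00134). The largest falls were those of FAM30A (-3.83, 0.000256), CD44 (-3.66, 0.000256), IRAG1 (-3.60, 0.00124), RAB7B (-3.55, 0.000906) and CXXC5 (-3.39, 0.000256). Over the 5 other scalings the log2 change of GADD45G ran from 4.72 to 6.15 and that of GZMB from 4.83 to 5.62. Of the long noncoding RNA probes, TCONS_00016941 rose by 3.42 and ENST00000447975 fell by 2.25 (adjusted p 0.00149 and 0.00235 in limma). All of these probes were called in each fit that left out 1 array and under each of the 5 other scalings.

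Of the fixed lists, limma called 10 of 29 genes in this comparison, 8 higher and 2 lower on the arrays labelled shGATA3, and 13 when adjusted over the list alone. Without shGATA3 replicate 2 there were 5, and without shTCF1 replicate 1 or replicate 2 there were 6. NCAM1 was 2.23 higher (SE 0.12, adjusted p 0.000985 in limma), CD300A 1.59 higher (SE 0.17, adjusted p 0.00692), NRARP 1.02 higher (SE 0.10, adjusted p 0.00468) and TCF7 1.63 higher (SE 0.10, adjusted p 0.00124). CD300A was lost without shGATA3 replicate 2 (adjusted p 0.0523). GZMH was 2.45 higher (SE 0.40, adjusted p 0.0259 in limma), a call that was lost without shGATA3 replicate 1 or replicate 2 (adjusted p up to 0.124) and made under 3 of the 5 other scalings, and it was well above background on only 1 array labelled shTCF1. NOTCH3 (0.66) and DNTT (0.65) were higher and GFI1B (-1.43) and IKZF2 (-0.62) lower, with adjusted p between 0.0273 and 0.0395 in limma, and NOTCH3, DNTT and IKZF2 were not called in any fit without 1 array (adjusted p up to 0.134). GFI1B was lost without shTCF1 replicate 1 or replicate 2 (adjusted p up to 0.112). NFIL3 was 0.80 higher and was not called (adjusted p 0.0596), although it was under 2 of the 5 other scalings (adjusted p down to 0.0164 over its alternatives). DTX1 and HES4 were not called between these groups (0.082 and 0.26, adjusted p 0.710 and 0.242 in limma), although the arrays of the groups did not overlap for HES4. NOTCH1 went the other way, at -0.43, and was not called after VSN (adjusted p 0.0575 in limma). It was called under 1 of the 5 other scalings, with an intensity trend and among probes well above background on all arrays (adjusted p down to 0.0130). Its second probe changed by -0.46 (adjusted p 0.101). MYC (-0.14) and HES1 (0.013) were not called either (adjusted p 0.463 and 0.962 in limma).

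Gene sets gave few calls. At the preset correlation, camera of limma placed the 192 tested genes that fall at commitment and are raised by Notch (the Notch-dependent set) lower on the arrays labelled shGATA3 than on control, with a median of -0.16, 64 of the genes higher and an adjusted p of 0.0158. The direct comparison with shTCF1 gave a median of -0.096 for this set (adjusted p 0.00466) and of -0.16 for the 117 tested genes that fall at commitment and are not raised by Notch (adjusted p 0.000782). Camera called 0 sets for shTCF1 vs control, where 0 of the 6 had an unadjusted p under 0.05. No call of camera held under fry or under the estimated correlation. There the first set had an adjusted p of 0.0730 and 0.978, in a range from 0.00109 to 0.978 over its alternatives. The estimated correlation was 0.19 for the Notch-dependent set and 0.11 for the set not raised by Notch, above the preset 0.01. The first call was also lost without shGATA3 replicate 1 (adjusted p 0.0556). Neither list of NK cell genes, as far as it was tested, was called in any contrast, with medians of -0.045 over 312 of 394 listed CD56bright genes and -0.074 over 286 of 364 listed CD56dim genes on the arrays labelled shGATA3 against control (adjusted p 0.839 and 0.760 in camera of limma). The genes that GATA3 raised or lowered in thymocytes were not called either (medians of -0.082 and 0.030 on the arrays labelled shGATA3). For the lowered genes that median differed in sign from the mean of -0.046, and camera and fry differed in direction. The same held for the Notch-dependent set on the arrays labelled shTCF1 (median 0.0053, mean -0.050). In the direct comparison camera placed both NK lists lower although their medians of 0.0067 and 0.017 and their means were above 0.

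The changes of both shRNA groups against control were compared across the 31134 probes. Their correlation was 0.55, and 73.5% of the probes had the same sign. Because both contrasts share the control arrays, simulated groups without any change gave a mean correlation of 0.50, with a range of 0.47 to 0.52 over 100 draws, and a same-sign share of 66.7%. In both contrasts limma called 1123 probes the same way, 443 higher and 680 lower, and 129 in opposite ways, against means of 0.040 and 0 in the simulated draws. Those means set no level for the overlap, because limma called a mean of 0.22 and 0.18 probes per contrast in the draws. When as many top probes of each contrast were taken in each draw as were called here, a mean of 944 overlapped the same way, with a range of 873 to 995, and 40.2 in opposite ways, with a range of 28 to 58. The alternative that moved the correlation most was the deposited matrix, with 0.90. Without the second control column of that matrix, a fit that keeps 1 control array, it was 0.48. The number of probes called the same way was 177 without control replicate 1, and it lay between 235 and 526 without any 1 of the other arrays.

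**Figure D3:**
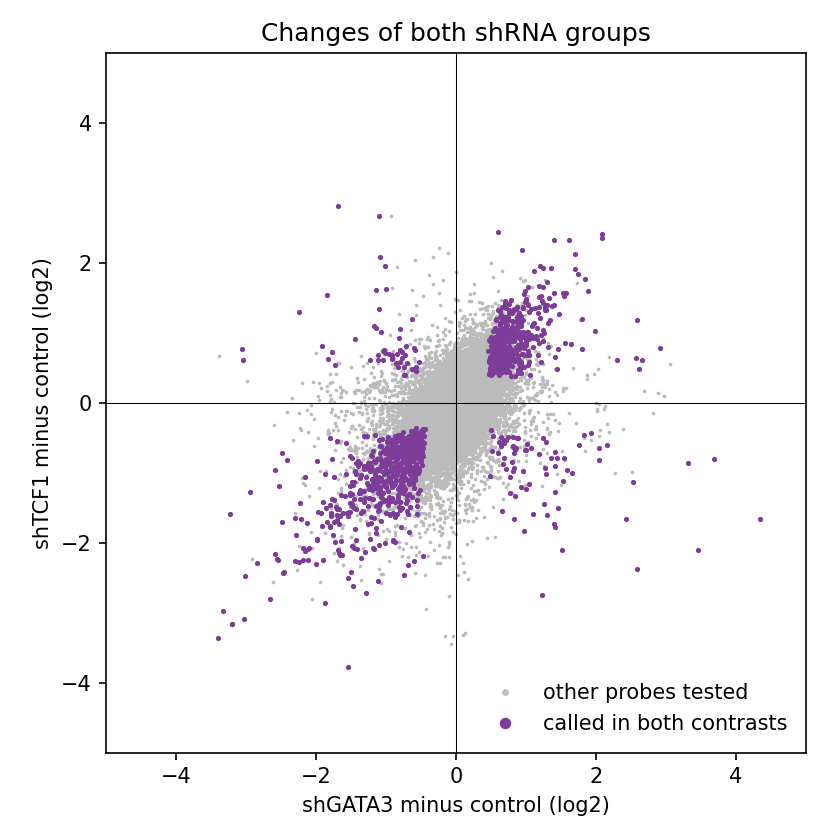
Log2 change of each tested probe on the arrays labelled shGATA3 (horizontal axis) and on the arrays labelled shTCF1 (vertical axis), both against the same control arrays. Each point is a probe, and coloured points are called by limma in both contrasts, 1123 of them the same way and 129 in opposite ways.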

Values the study reported

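The study described its custom array as covering all protein coding genes with 33,128 mRNA probes and 12,000 long noncoding RNAs with 23,042 unique probes. It reported that the hairpins against GATA3 gave a 60% knockdown in CD34+ thymocytes, which are primary cells and not the cell line on these arrays. It treated array results as significant at an adjusted P value below 0.05 from limma.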

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

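The tests of a defect, of another scan and of columns that follow another array were chosen after the result was seen, and the test of RNA from other cells was set before its value was computed. The deposited matrix was not used for the comparisons above, and its second control column stood apart, with a correlation across probes of 0.760 with the scanner values of its own array. Of the probes bright in the other columns, 24.7% were more than 3 log2 units lower in that column, against 0% in the column of control replicate 1 and 0% in the scanner values of control replicate 2. The low probes formed 1 central area of the array, with the middle 90% of them between rows 96 and 290 of 384 and columns 45 and 113 of 164. Around a low probe 93.6% of the bright probes were low too, and around other probes 2.27%, over a neighbourhood of 3 rows and columns. RNA of other cells would lower the other probes of the same genes elsewhere on the array. Among those, 21.8% were low, against 25.4% of all bright probes with 1 spot, which argues against it. A local defect of the array, such as a bubble or a region without hybridisation, is a candidate explanation. The scanner values of the same sample do not show it, so that the column may come from another hybridisation or another scan. Over 6155 probes in the outermost rows, where 0 bright probes were low, the column correlated at 0.968 with the scanner values of its own array at 0.967 with those of control replicate 1 and at up to 0.965 with those of an array labelled with an shRNA, while the control scanner arrays correlated at 0.993 with each other. These values barely set the control arrays apart from the others. A scan of the same array would be closer to it than that, unless the area reaches weakly into these rows. The correlation with its own array was 0.989 in the outermost columns, so it varied over the array, and another scan stays open. No biological explanation was tested, since both control samples belong to the same group.

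The matrix columns and the scanner arrays were also not matched one to one. The columns of shTCF1 replicates 1 and 2 followed their own arrays (r = 0.999 and 0.999 across probes). The column of control replicate 1 followed the scanner values of control replicate 2 (r = 0.999) more closely than its own (0.993), and the column of shGATA3 replicate 1 followed those of shGATA3 replicate 2 (0.999 against 0.993). For 3 columns the highest correlation was with another array, although for shGATA3 replicate 2 the values of 0.9882 and 0.9878 hardly differ. A different normalization of the same array would not move a column to another array. An exchange of the arrays of a group would make the column of shGATA3 replicate 2 follow the scanner values of shGATA3 replicate 1 as closely as its counterpart does, and it reached only 0.988, below the 0.993 of the least similar arrays of a group. Each of the columns that crossed stayed within its group, so the crossing itself moves no array to another group. The scanner values of control replicate 1 and shGATA3 replicate 1, which are used above, followed no column beyond 0.993 and 0.993. That is about the level of 2 arrays of a group, so whether the matrix holds these hybridisations stays open. Which hybridisation the columns of control replicate 2 and shGATA3 replicate 2 hold stays open.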

How the results depend on the processing

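The alternatives on the median signals, cyclic loess and the deposited matrix without its second control column, and the tests on them, were chosen after the data were seen, and all others were planned. Whether a correlation counted as changed was judged by its SD over the fits without 1 array, a rule also set after values were seen. Arrays with the same replicate number did not deviate together, with correlations of -0.040, -0.0098 and 0.049 between groups, so no pairing by number was seen. A pairing that leaves no shared deviation cannot be excluded this way. With the replicate number as a block, limma called 1316 probes for shGATA3 vs control, 3850 for shTCF1 vs control and 1283 for shGATA3 vs shTCF1, 8 genes of the fixed lists for shGATA3 vs control and 656 probes the same way in both contrasts against control. That fit has fewer residual degrees of freedom, and it changed no gene set call.

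Of 37 values of the targeted genes, 35 kept their call, being called with the same sign or not called in either fit. Among the uncalled ones 1 changed sign, GATA3 under 75th percentile scaling (0.00047). The exceptions were TCF7 under the deposited matrix, where it changed by -0.20 (adjusted p 0.895), and under that matrix without its second control column, where it changed by -1.39 (adjusted p 0.0971), in a range of adjusted p from 6.31e-05 to 0.895 over its alternatives. Of 378 gene set values 367 kept their call, 46 of them uncalled with a median of the other sign, 9 were no longer called and 2 were newly called. Of 2871 values of single genes 2504 kept their call, 81 of them uncalled with the other sign, 298 were no longer called, 65 were newly called, and 4 called values changed sign. The 4 came from the deposited matrix, where none of them was called. They were MYC (0.12), SPI1 (0.57) and the second TCF7 probe (1.24) for shTCF1 vs control, and SPI1 (0.55) for shGATA3 vs control. Without the second control column of that matrix, 0 called values changed sign.

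With the deposited matrix limma called 0 probes and 0 genes of the fixed lists in each contrast (1814, 2652 and 1642 probes at an unadjusted p under 0.05), 0 probes the same way in both, and the correlation of the changes was 0.90. The Notch-dependent set had medians of -0.040 for shGATA3 vs control and -0.090 for shGATA3 vs shTCF1 and was not called (adjusted p 0.392 and 0.206, in ranges from 0.00109 and 0.00107 to 0.978). The area of low values in its second control column may account for part of this. Without that column limma still called 0 probes and 0 genes of the fixed lists against control (4566 and 6518 probes at an unadjusted p under 0.05) and 0 the same way in both, but 553 probes and 5 genes of the fixed lists for shGATA3 vs shTCF1, and the correlation was 0.48. That fit keeps 1 control array, so the simulated correlation, drawn with both control arrays, sets no level for it. The cause of the remaining loss was not tested.

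VSN on the median signal called 3277 probes for shGATA3 vs control and 1851 the same way in both. Normexp on the median signal called 4309 for shGATA3 vs control, 3327 for shGATA3 vs shTCF1 and 2486 the same way in both, and the set not raised by Notch was newly called for shGATA3 vs control with a median of -0.097 (adjusted p 0.0386), as it was after quantile normalization with -0.14 (adjusted p 0.0340, range 0.0340 to 0.978). The cause was not tested. Between 75th percentile scaling, quantile normalization and cyclic loess the counts of called probes stayed within 1.5 times the reported ones in each contrast.

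Without a filter on dim probes, limma tested 57105 probes and called 550, 2272 and 893 in the 3 contrasts, 3 and 5 genes of the fixed lists for shGATA3 vs control and shGATA3 vs shTCF1, and 230 probes the same way in both. More dim probes were tested there. An intensity trend called 3926 for shGATA3 vs control, 3268 for shGATA3 vs shTCF1 and 2277 the same way in both, and the cause was not tested. With only the arrays compared in the fit, which has fewer residual degrees of freedom, it called 9 genes of the fixed lists for shGATA3 vs control, 1210 probes for shGATA3 vs shTCF1 and 665 probes the same way in both. An adjusted p under 0.01 left 343, 825 and 514 probes, a change of at least 2-fold 673, 1025 and 692, and 1 probe per gene 998, 2342 and 955, as each of these keeps a part of the calls. Under fry the called sets had unchanged medians of -0.16, -0.096 and -0.16 with adjusted p of 0.0730, 0.0943 and 0.0730. Under the estimated correlation the adjusted p of camera was 0.978 for each. The estimates were 0.19 for the Notch-dependent set and 0.11 for the set not raised by Notch. The calls at the preset 0.01 therefore rest on a correlation below the estimates. The cause of the loss under fry was not tested.

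Leaving out 1 array leaves a group with 1 array, which is then assumed to vary like the others. It also leaves fewer residual degrees of freedom. The counts of called probes fell whichever array was left out, even an array outside the contrast, so a fall does not single out an array. Leaving out either array of the group outside a contrast gives the same fit for that contrast. The counts of called probes ranged from 422 to 1454 for shGATA3 vs control, from 862 to 4932 for shTCF1 vs control and from 700 to 1210 for shGATA3 vs shTCF1, those of the fixed lists from 3 to 9, from 3 to 11 and from 5 to 7, and probes called the same way in both from 177 to 526. The lowest counts of called probes came without control replicate 1 in the contrasts against control and without shGATA3 replicate 2 in the direct contrast. The correlation ranged from 0.50 to 0.62. The simulated draws without any change kept both arrays of each group, so their mean of 0.50 sets no level for the fits without 1 array. The median of the Notch-dependent set for shGATA3 vs control ranged from -0.16 to -0.14. GATA3 stayed uncalled and TCF7 stayed called in each of these fits. The planned versions on the mean signal were not run, since the median signal was used, and neither was a block for slide or scan, since all arrays share both. Signal over background limits the dim genes, for which no fold is given.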

Other observations

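The tests on GATA3, on an intensity trend, on the row of the slide, on the overlap of top probes and on short noncoding RNA genes were chosen after the result was seen, while those on separate control arrays and on S-phase genes were set before their values were computed. GATA3 on the arrays labelled shGATA3 differed from control by -0.051 on the log2 scale. That is a much smaller reduction than the knockdown quoted from the study above, which was measured in other cells. A dim or saturated probe would hide a fall, but the probe was well above background and unsaturated on 6 of 6 arrays. The normalization would have to hide it too, and the lowest change over 5 other scalings was -0.063. All of these scalings bring the arrays to a common overall level, although the control arrays were brighter before it. A fall that this shared step removes therefore stays open. If the arrays labelled shGATA3 and shTCF1 had been exchanged, TCF7 would be lower on the former, and it was 0.33 above control. If they had been exchanged with control, GATA3 would be higher on them than on control, which the change of -0.051 with its SE of 0.10 argues against for any sizeable knockdown. The control arrays lie in another row of the slide than the arrays labelled shGATA3, and a difference between the rows may hide a fall. Within 1 row, GATA3 differed by -0.33 between the arrays labelled shGATA3 and those labelled shTCF1, which limma did not call (adjusted p 0.137) and which a rise under shTCF1 would give as well, so this stays open. GATA3 has 1 probe on the array, so that a transcript fragment or isoform which the knockdown leaves in place may still be measured, and this cannot be told apart from a weak or absent knockdown. A loss of GATA3 protein without a loss of its mRNA, or a mislabelled sample from outside these groups, was not tested. The changes on these arrays, such as those of GZMB and GADD45G, are measured whatever their cause, and their link to GATA3 is not shown by the GATA3 probe.

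The change shared by both shRNA groups was larger than shared control arrays give by chance. With a different control array for each group, the correlation across probes was 0.38 and 0.41, with a mean of 0.39, while simulated unchanged groups gave values between -0.036 and 0.036. An intensity trend between the brighter control arrays and the others may also give a shared change. After cyclic loess, which removes such a trend, the correlation with separate control arrays had a mean of 0.40, against 0.39 after VSN, which argues against the trend as the whole cause. The number of probes called the same way, 1123, says less, since as many top probes of simulated unchanged groups gave up to 995. The row of the slide stays open. The control arrays lie in row 2 and all arrays labelled with an shRNA in row 1, and 0 groups have arrays in both rows, so a row effect cannot be told apart from an effect of the control virus or from a response to both hairpins. The direct comparison of the shRNA groups lies within 1 row and is free of the limit set by the row. In that row the arrays labelled shTCF1 lay in columns 1 and 2 of the slide and those labelled shGATA3 in columns 3 and 4. The column of the slide and the group therefore cannot be told apart in the direct comparison.

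Histone genes stood out among the probes that were higher in both contrasts. Their median log2 change, over 62 genes chosen after their values were seen, was 0.66 on the arrays labelled shGATA3 and 0.58 on those labelled shTCF1, with 61 and 53 genes higher, 37 of them called by limma in each contrast. Each median lay above all of 10000 random lists matched on mean expression, and both were at least 0.44 under the 5 other scalings. More cells in S phase is a candidate explanation, since histone transcripts are made then. A list of 28 S-phase genes with polyadenylated transcripts, written before the test, had medians of -0.12 and -0.15, at percentiles 1.18 and 0.920 of the random lists, and 6 and 8 of its genes were higher, which argues against it. Histone transcripts mostly lack a poly(A) tail, so a difference in how such RNA was labelled may give the pattern as well. Short noncoding RNA genes, a class picked after some members were seen to change, had medians of 0.30 and 0.27 over 28 genes, which goes with that explanation without testing it independently. Histone genes have near-identical copies, so the 62 probes are not 62 independent measurements. A response of the cells to both hairpins was not tested, and the row of the slide is open here too.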
